A study of Caenorhabditis elegans with 6 samples. Its data were reported in "The hypoxia response pathway promotes PEP carboxykinase and gluconeogenesis in C. elegans" (2022).

How the data were processed

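HIF-1 fused to GFP was precipitated with anti-GFP antibodies from synchronised L4 larvae of a control strain and of egl-9 mutants, with 2 ChIP replicates and 1 pooled input per genotype. The submitters' processing notes name BWA for alignment and WBcel235 as the genome build. The study's methods state that peaks were called with an SPP pipeline and kept by their reproducibility between replicates, and the deposited files hold 1 list per genotype. The signal of a peak is the value in the signal column of the deposited lists, made by the authors with SPP, and it was not scaled between genotypes. Its lowest values differ from those given in the study's methods, so whether the column is the quantity the methods describe is not known. The list of egl-9 mutants held 604 nuclear peaks, the number the study reports. Whether the control list is the one the methods describe is not known. Signal was used to rank peaks and compare medians within a list, and in 1 alternative the lowest control signal served as a threshold for peaks of egl-9 mutants. The column in the place of a q value was not used, because its meaning is not stated. Neither file holds values per replicate or library depths. The study's methods give a range of reads over all libraries, so the depth of each library is unknown, and no replicate spread could be computed. Intervals for shares are Wilson 95% intervals and cover the sampling of peaks only.

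Peak coordinates were read as 0-based starts on WBcel235, and all peak ends fell within the chromosome lengths of that build. Genes, transcripts and TSSs came from Ensembl release 115, with 19973 protein-coding nuclear genes, of which 5475 had more than 1 annotated TSS. Many C. elegans transcripts are trans-spliced, so annotated TSSs can lie downstream of the true start of transcription. The 19 mitochondrial peaks of egl-9 mutants and the 18 of the control strain were left out of the comparisons, a choice made after the chromosome column was seen, and are given separately. Raw reads, other assays of the study and its supplementary data files were not used here.

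The comparisons, the 27 gene lists, the tests and most of the other settings tried were chosen before the data were examined. The study's text was known when they were chosen. Control peaks overlapped peaks of egl-9 mutants when at least 1 bp was shared, and chance was estimated from 10000 random placements on the same chromosomes (one-sided). The same placements gave the chance share of peak centres within 500 bp of a protein-coding TSS. Shares were compared by Fisher exact tests (two-sided), and medians by permutation with 100000 resamples (two-sided).

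The HRE core RCGTG was searched on both strands of a 201-bp window at each peak centre. Background windows, 20 per peak, lay at the same signed distance from a TSS of a random protein-coding gene and at least 200 bp from any peak. A second background also matched GC content within 2.5 percentage points, and another lay 1000 bp to each side of the peak. All 2080 canonical hexamers were tested for presence by Fisher exact tests.

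A gene was near a peak when a peak centre lay within 1000 bp of any of its TSSs, and each list was tested against all other protein-coding genes by Fisher exact test. List membership was also rotated along the gene order, 10000 times, to keep clusters of genes. List names and family prefixes gave 1399 members, of which 4 names (sqrd-2, fgt-1, phy-1 and opt-2) were not found in the annotation. Clusters were peaks with another peak of the list within 2000 bp, against 1000 promoter-matched placements (one-sided). Peaks per chromosome were compared with chromosome length by exact binomial tests (two-sided). P values were adjusted by the Benjamini-Hochberg method within each family (hexamers, lists, chromosomes, biotypes) at 0.05.

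Genes were named by a rule: those nearest to the 10 highest peaks of each list, up to 6 members near a peak of each list past the threshold and up to 2 of others by highest signal, the 5 genes with most peaks within 2000 bp of a TSS, hif-1, egl-9, rhy-1, vhl-1, pck-1, pck-2, pck-3 and unc-119, and the genes nearest to control peaks without a counterpart, up to 5. The genes cysl-2, fbp-1, sls-2.1, col-78, W06H8.6, R03E9.2, mdl-1, lpin-1 and letm-1, outside this rule, were named after their values were seen.

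Alternatives covered stricter signal thresholds, the required overlap, TSS distance and gene biotypes, window width, motif, background and gene distance. Alternatives added after the data were seen were merging of overlapping peaks, windows at the peak summit, inclusion of mitochondrial peaks, and exclusion of peaks within 500 bp of a tRNA, snoRNA or snRNA gene. The share of peaks near each gene biotype was also tested only after the data were seen, with 10000 random placements (two-sided).

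The procedures were tested on simulated data. Of 220 planted motifs 220 were found, and 0 of 2080 hexamers were called on random promoter windows. With no planted effect, 1 of 20 sets passed 0.05 for the TSS share, 0 of 20 for overlap, 0 of 20 for medians, 1 of 20 for any chromosome and 2 of 20 for any gene list. All 23 lists of 10 or more members with about 30 percent of them planted were called, and 200 of 200 peaks planted in pairs were found as clustered. Planted motifs were exact cores and planted pairs lay within the cluster distance, so these 2 results checked the search and not its power. Random gene sets did not keep clusters of genes, unlike the data. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, with random seed 20.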

Results

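HIF-1, the hypoxia-inducible transcription factor of C. elegans, was mapped by chromatin immunoprecipitation and sequencing in whole L4 larvae grown at 20 °C in room air. Both strains lacked endogenous hif-1 and carried the same transgene for HIF-1 fused to GFP, which was precipitated with anti-GFP antibodies. In the control strain EGL-9, the prolyl hydroxylase that marks HIF-1 for degradation, was present. In egl-9 mutants HIF-1 was stable despite normal oxygen. Each of the 2 genotypes had 2 ChIP replicates and 1 pooled input library, 6 libraries in all, and the deposited data hold 1 list of reproducible peaks per genotype. Because the replicates had been reduced to 1 list, no spread between replicates could be given for any value. The deposited peak lists give no library depths. The study's methods state only a range over all libraries, so the depth of each library and genotype is unknown. Wilson 95% intervals are given for shares of peaks and cover the sampling of peaks only.

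The first comparison asked how much chromatin was bound when HIF-1 was stable. The strongest sites of egl-9 mutants lay at genes that control HIF-1 itself. The highest peak (signal 838) lay 888 bp upstream of rhy-1, which encodes a membrane protein that keeps HIF-1 activity low, at II:9160215-9160767 of the WBcel235 genome. The next (signal 688) lay 1767 bp upstream of egl-9 at V:10466542-10466957. Other leading peaks lay 204 bp upstream of the nuclear hormone receptor gene nhr-57 (signal 670) and 21 bp upstream of sqrd-1, which encodes sulfide:quinone oxidoreductase (signal 590). At F26H9.5, the gene for phosphoserine aminotransferase, the strongest peak lay 727 bp upstream with a signal of 614. A peak with a signal of 366 lay in an intron of Y62E10A.13, which encodes phosphoserine phosphatase.

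The rest of the 10 highest peaks of egl-9 mutants were nearest to ZK470.4 (signal 649, in an intron of ZK470.2), oac-54 (512), H18N23.2 (352, in an intron) and nspe-6 (343). The list of egl-9 mutants held 604 nuclear peaks in 574 separate regions, with a median signal of 76.7. The control list held 52 nuclear peaks in 50 regions, with a median signal of 170. The ratio was 11.6 to 1, with no test, since each genotype had 1 list. The lowest nuclear signal was 54.4 in egl-9 mutants and 141 in the control strain, and 86 peaks of egl-9 mutants reached the lowest signal of the control list, a ratio of 1.65 to 1. Signals were not scaled between the lists, so values that apply the lowest control signal to egl-9 mutants depend on an unscaled threshold.

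A second comparison asked whether the sites found with EGL-9 present were the sites of egl-9 mutants. The strongest control peak (signal 671) lay 1751 bp upstream of egl-9, followed by peaks at nhr-57 (479), Y62E10A.13 (318), F26H9.5 (316), rhy-1 (309), rpl-3 (280), which encodes a ribosomal protein, and ZK470.4 (259). The others of the 10 highest were nearest to F55C5.17 (244, in an intron of frm-7), to pxn-1, the gene for a peroxidasin (234, in an intron), and to Y41G9A.17 (218, in an intron). The peak near F55C5.17 was centred 10 bp from a snoRNA gene and the peak in pxn-1 was centred 8 bp from another.

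Of the 52 control peaks, 48 overlapped a peak of egl-9 mutants (92.3%, interval 81.8 to 97.0%). Random placement on the same chromosomes gave a mean of 0.274 and at most 4 overlapping peaks (permutation p = 0.0001, one-sided, the smallest that 10000 placements can give). The 4 control peaks with no counterpart were nearest to Y49G5A.1 (signal 179), cutl-18, a cuticulin-like gene (173), nhr-255, a nuclear hormone receptor gene (162), and zip-7, a bZIP transcription factor gene (145). Those at cutl-18 and nhr-255 were centred 39 bp from a snoRNA gene and 3 bp from a tRNA gene. In the other direction, 61 of the 604 peaks of egl-9 mutants (10.1%) overlapped a control peak. They included 8 of the 10 highest, all except those at oac-54 and nspe-6, and 11 of the 302 weakest (3.64%). Some of these weak peaks were further calls overlapping a leading peak, as at rhy-1 (signal 64.5), sqrd-1 (63.3) and nhr-57 (56.0), and not separate sites. Against only the 86 peaks of egl-9 mutants that reached the lowest control signal, the share of control peaks with a counterpart was 55.8%.

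**Figure D1:**
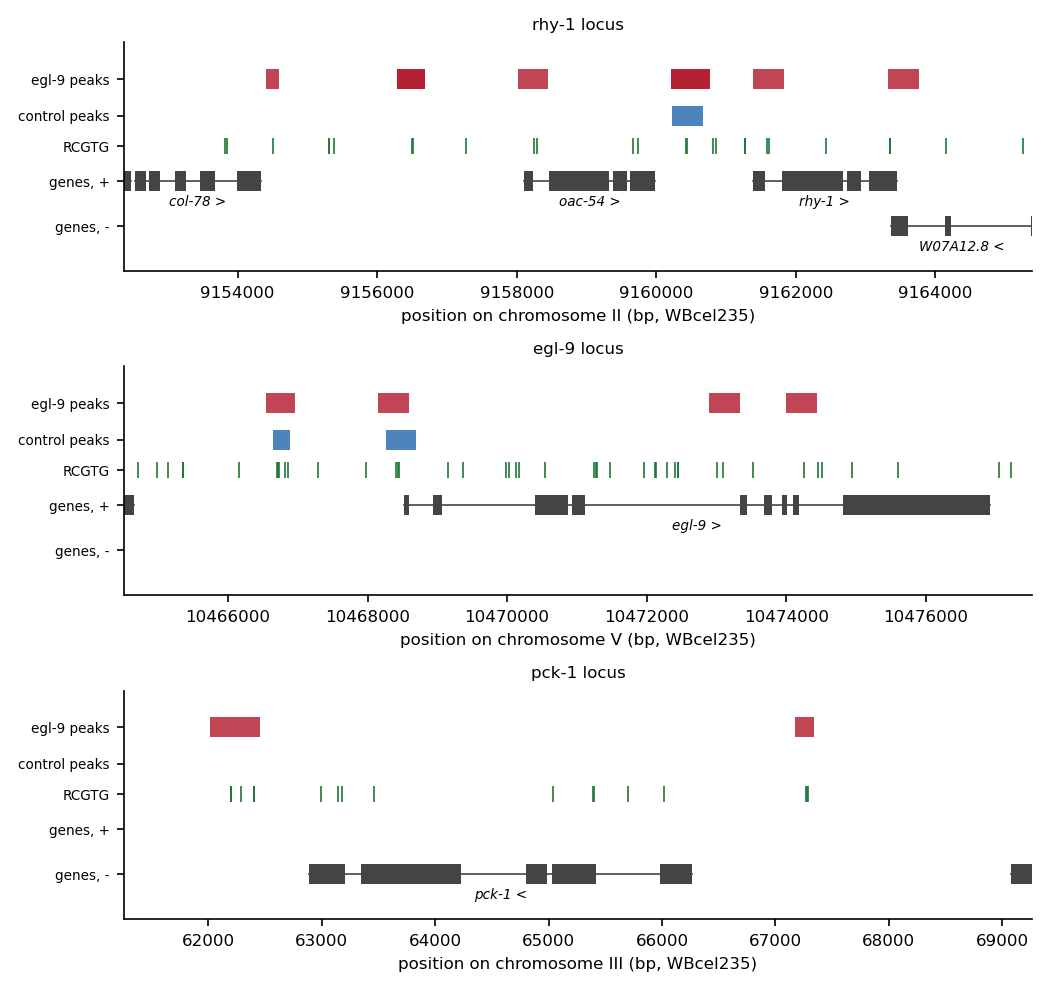
Peaks at the rhy-1, egl-9 and pck-1 loci, with position in bp of WBcel235 on each horizontal axis. Red boxes are peaks of egl-9 mutants (darker where 2 overlap), blue boxes are control peaks, green ticks are RCGTG matches on either strand, and grey boxes are exons. The rhy-1 region from 9154411 to 9163768 on chromosome II held 6 separate peaks in egl-9 mutants and 1 in the control strain, and pck-1 had peaks in egl-9 mutants only.

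The position of peaks relative to genes was compared next. In egl-9 mutants peaks gathered at promoters: 264 of 604 (43.7%, interval 39.8 to 47.7%) were centred within 500 bp of the transcription start site (TSS) of a protein-coding gene, against 22.7% at random positions (permutation p = 0.0001, one-sided, the smallest that 10000 placements can give). The median distance was 686 bp. Examples include sqrd-1, with a peak centre 21 bp upstream of its TSS, ethe-1 (46 bp upstream) and pyc-1 (87 bp upstream). In the control strain 11 of 52 peaks (21.2%, interval 12.2 to 34.0%) lay within 500 bp of such a TSS, against 22.2% at random positions (permutation p = 0.617, one-sided), with a median distance of 1030 bp. Among these were the control peaks at sqrd-1, nhr-57, rpl-3 and rpl-15.

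The share was higher in egl-9 mutants than in the control strain (odds ratio 2.89, Fisher exact p = 0.00184, two-sided), although the lists share sites and are not independent samples. This difference was no longer past 0.05 among the strongest 302 and 26 peaks of the lists (odds ratio 1.97, exact p = 0.15), with TSSs of genes of all biotypes (1.49, p = 0.215) or within 1000 bp (1.60, p = 0.108). With genes of all biotypes the share was 68.7% in egl-9 mutants and 59.6% in the control strain, and the control share was then above random positions (permutation p = 0.0002, one-sided).

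By annotation, 415 peaks of egl-9 mutants (68.7%) were intergenic, against 36.9% of random positions (odds ratio 3.75, Fisher exact p = 1.43e-53, two-sided). Coding exons held 18 peaks (2.98% against 24.1%), introns 138 (22.8% against 34.0%) and 5' UTRs 25 (4.14% against 1.57%). Peaks lay upstream of their nearest TSS in 434 of 604 cases (71.9%, exact binomial p = 1.41e-27, two-sided). Of the control peaks, 32 were intergenic (61.5% against 37.5%, p = 0.000699), 18 were in introns (34.6% against 33.3%, p = 0.88) and 29 lay upstream of the nearest TSS (55.8%, exact binomial p = 0.488).

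**Figure D2:**
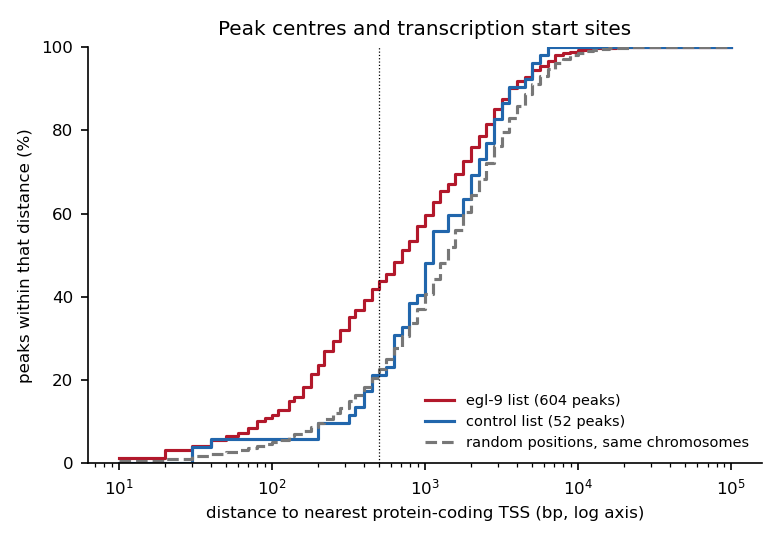
Share of peaks (%) centred within a given distance of the nearest protein-coding TSS (bp, log axis). Lines are the 604 peaks of egl-9 mutants (red), the 52 control peaks (blue) and random positions on the same chromosomes (dashed grey), and the dotted vertical line marks 500 bp, where the shares were 43.7%, 21.2% and about 22.7%.

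HIF-1 and its partner recognise the hypoxia response element (HRE), whose core is RCGTG (R being A or G). The core was present within 100 bp of the centre of 409 of 604 peaks of egl-9 mutants (67.7%, interval 63.9 to 71.3%), against 25.9% of promoter-matched windows, which lay at the same distances from the TSSs of other genes (odds ratio 6.003, Fisher exact p = 7.19e-97, two-sided). For the control strain 32 of 52 peaks (61.5%, interval 48.0 to 73.5%) held the core, against 26.5% (odds ratio 4.43, exact p = 2.97e-07). The shares of the genotypes differed by less than the test could show (odds ratio 1.31, exact p = 0.36), and the direction turned without peaks at tRNA, snoRNA and snRNA genes (0.938, p = 1). At least 2 cores were present in 216 peaks of egl-9 mutants (35.8%). The peak upstream of ZK470.4 held 5, the highest peaks of egl-9 and Y62E10A.13 held 4 each, that of pck-1 held 3, and that of rhy-1 held 2.

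Peak windows were richer in GC than promoter-matched windows (mean 45.4% against 35.3% in egl-9 mutants, and 44.6% against 35.9% in the control strain). With windows matched for GC content as well, the odds ratio was 3.47 in egl-9 mutants (37.7% of windows, exact p = 5.13e-48) and 3.14 in the control strain (33.8% of windows, p = 7.84e-05). Against promoter-matched windows, ACGTG alone gave odds ratios of 3.83 and 2.93. Without peaks at tRNA, snoRNA and snRNA genes the control odds ratio was 8.51 against promoter-matched and 4.67 against GC-matched windows.

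**Figure D3:**
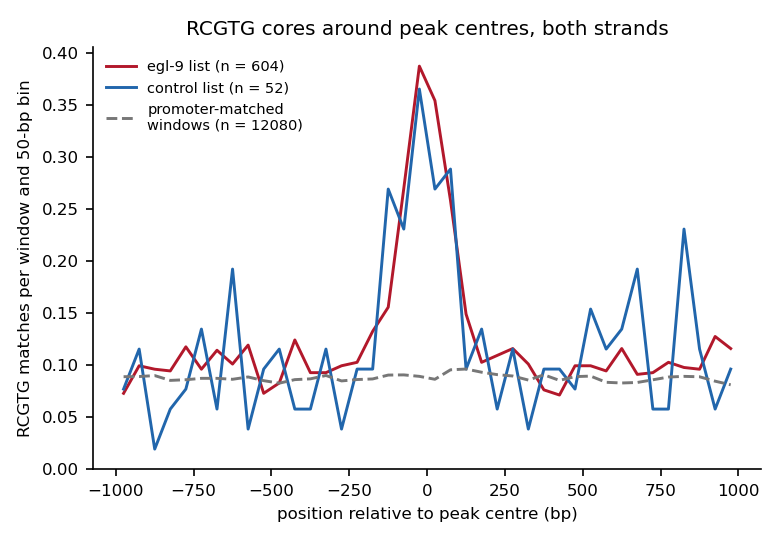
RCGTG matches on both strands per window and 50-bp bin (vertical axis) by position relative to the peak centre (bp). Lines are peaks of egl-9 mutants (red), control peaks (blue) and promoter-matched windows (dashed grey). Just left of the centre the values were 0.387, 0.365 and 0.0892, and away from the centre the 52 control windows scatter around the other lines.

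All 2080 canonical hexamers were tested in egl-9 mutants without reference to a known motif. Against promoter-matched windows 704 were enriched and 439 depleted at an adjusted p under 0.05, and all 16 hexamers that hold the HRE core were enriched. Against windows also matched for GC content the counts were 311 and 319, and 12 of the 16 core hexamers were enriched. In the GC-matched test the leading hexamer was GAGAGA, present in 40.9% of peaks and 17.5% of windows (odds ratio 3.27, adjusted Fisher exact p = 8.74e-36). Next came AGAGAG, then the core-bearing ACGTGA (23.7% against 6.77%, odds ratio 4.27), and soon after it CACGTA, the reverse complement of TACGTG (19.4% against 4.83%, odds ratio 4.73, adjusted exact p = 4.43e-32). ACACAC stood between them (28.3% against 9.76%). With other flanking bases, GACGTG and GGCGTG were not past the threshold in this test (adjusted exact p = 0.191 and 0.491). In the control list 65 hexamers were enriched and 3 depleted against promoter-matched windows, 5 of the enriched with the core, and ACGTGA was among the first 3 while CACGTA ranked 8th. In the GC-matched test 12 were enriched and 0 depleted, and ACGTGA (28.8% against 6.25%) and CACGTA (25.0% against 4.52%, odds ratio 7.04, adjusted exact p = 0.00095) were among the first 3.

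Within the list of egl-9 mutants, stronger peaks held the HRE core more often, though not at every step of rank. All 10 of the highest peaks had it, as did 42 of the highest 50 (84%), 36 of the 50 ranked 51 to 100 (72%), 78 of those ranked 101 to 200 (78%), 134 of the next 200 (67%) and 58.3% of the last 204. The median signal was 80.1 with a core and 68.0 without, a difference of 12.1 (permutation p = 0.00019, two-sided).

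Sites also found in the control strain were then compared with those found in egl-9 mutants alone. Overlapping peaks at 1 site were counted separately here. The former included the leading peaks at rhy-1, egl-9, nhr-57, sqrd-1 and F26H9.5. The latter included pck-1, which encodes PEP carboxykinase (signal 272), and F22B5.4 (256). The median signal of the 61 shared peaks in the list of egl-9 mutants was 130, against 74.0 for the other 543 (permutation p = 1e-05, two-sided, the smallest that 100000 resamples can give). Fewer shared peaks were centred within 500 bp of a protein-coding TSS (12 of 61, 19.7%) than other peaks (252 of 543, 46.4%), an odds ratio of 3.54 for the latter over the former (Fisher exact p = 5.9e-05, two-sided). The HRE core was present in 63.9% of shared and 68.1% of other peaks, a difference that was not detectable with this number of peaks (odds ratio 0.829, exact p = 0.564). It turned to 1.11 (exact p = 0.863) without peaks at tRNA, snoRNA and snRNA genes, a setting that raised the difference in median signal from 55.6 to 111. Among the 86 peaks that reached the lowest control signal, the TSS difference was no longer past the threshold (odds ratio 0.334 for shared over other peaks, exact p = 0.0562) and the median signals differed by 28.9 (permutation p = 0.0119).

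Gene lists fixed from pathways and tissue markers were used to ask which functions lay near HIF-1 sites. The study had already reported glycolysis, gluconeogenesis, serine and sulfur terms as enriched among targets it called partly from these peaks. Excesses in those lists are therefore not independent of its result. A gene counted as near when a peak centre lay within 1000 bp of any of its TSSs, which held for 453 of 19973 protein-coding genes in egl-9 mutants (2.27%). Of the 27 lists, 10 passed an adjusted p of 0.05 by two-sided Fisher exact tests, 9 with more and 1 with fewer members near a peak than other genes, and 10 also passed when list membership was rotated along the gene order. Established HIF-1 targets led, with 6 of 10 genes near a peak (odds ratio 65.5, adjusted exact p = 3.46e-07). These were rhy-1, nhr-57, sqrd-1, F22B5.4 (499 bp from a TSS), egl-9 and dhs-8, a short-chain dehydrogenase gene (889 bp upstream, signal 59.4). The peak of dhs-8 overlapped a stronger one (signal 194) centred more than 1000 bp from its TSS. With peaks found in egl-9 mutants alone 3 of the 10 were near a peak (odds ratio 19.7, adjusted exact p = 0.00472), and within 15000 bp the odds ratio was 22.5.

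Members of the glycolysis and gluconeogenesis lists were near peaks of egl-9 mutants more often than other genes. Of 19 glycolysis genes, 5 were near a peak (odds ratio 15.6, adjusted exact p = 0.000354), and all 5 peaks held an HRE core. These were aldo-1, which encodes aldolase (III:13564931-13565374, 216 bp upstream, signal 127), ldh-1, for lactate dehydrogenase (427 bp downstream, 123), ipgm-1, for phosphoglycerate mutase (71.8), hxk-3, for a hexokinase (63.9), and enol-1, for enolase (58.5). For gluconeogenesis and the glyoxylate shunt, 2 of 6 genes were near a peak (odds ratio 21.6, adjusted exact p = 0.0215). The peak of pck-1 lay 995 bp upstream at III:67169-67340 in intergenic sequence (signal 272), and that of pyc-1, which encodes pyruvate carboxylase, lay at V:11822394-11822837 with 4 cores (signal 112). The paralog pck-2 had its nearest peak 2331 bp downstream of a TSS, in a coding exon of the neighbouring suro-1 (signal 72.5), and pck-3 had none closer than 70564 bp. A peak 1429 bp upstream of fbp-1, for fructose bisphosphatase, fell outside the distance used (signal 77.6). No control peak lay near a member of either list, but only 0.0266 and 0.00841 members were expected. This absence therefore does not show a difference between the genotypes. By nearest gene the odds ratio for gluconeogenesis was 74.9 and among the strongest 302 peaks 42.9, and within 15000 bp that for glycolysis was 7.73. The gluconeogenesis call was lost within 500 bp, and the glycolysis call among the strongest 302 peaks.

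The TCA cycle and oxidative phosphorylation lists also had more members near a peak than other genes. Of 28 genes of the TCA cycle and pyruvate dehydrogenase, 5 were near a peak, each with a core (odds ratio 9.46, adjusted exact p = 0.00169). These were the succinate dehydrogenase genes sdha-1 (179 bp upstream, signal 221, 4 bp from a snoRNA gene) and mev-1 (114 bp upstream, 159), mdh-1, for malate dehydrogenase (153), aco-2, for aconitase (83.6, in the 5' UTR of eef-1B.1), and pdhk-2, for pyruvate dehydrogenase kinase (75.1). A peak near a gene does not show that its expression changed. The study reported raised mdh-1 expression in egl-9 mutants but little change in most enzymes and metabolites of the TCA cycle. Of 36 oxidative phosphorylation genes, 6 were near a peak (odds ratio 8.72, adjusted exact p = 0.000778): cox-5A (signal 165), atp-1 (92.9), cox-5B (81.1), ucr-2.1 (68.0), cox-6B (61.9) and cox-6A (55.6, 47 bp from an snRNA gene). The core was present at 3 of these 6 peaks. The odds ratio for oxidative phosphorylation fell to 2.81 within 15000 bp, and that for the TCA cycle was 6.24 by nearest gene and 14.4 among the strongest 302 peaks. The call for the TCA cycle was lost within 15000 bp.

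The serine and sulfur lists passed the threshold as well. For serine and one-carbon metabolism, 3 of 11 genes were near a peak (odds ratio 16.3, adjusted exact p = 0.00564), namely F26H9.5, Y62E10A.13 and phdh-1, for phosphoglycerate dehydrogenase (217 bp upstream, signal 215). For H2S, HCN and cysteine metabolism, 4 of 19 genes were near a peak (odds ratio 11.6, adjusted exact p = 0.00298). Besides sqrd-1 these were ethe-1, for persulfide dioxygenase (signal 140), cdo-1, for cysteine dioxygenase (971 bp upstream, in the 3' UTR of lgl-1, 127), and mpst-3, for a mercaptopyruvate sulfurtransferase (105). The peak nearest to cysl-2, which encodes a cyanoalanine synthase, lay 1127 bp upstream (signal 198). Among the strongest 302 peaks the odds ratios were 32.3 for the serine list and 23.1 for the sulfur list.

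Ribosomal protein and heat shock protein genes were likewise near peaks of egl-9 mutants more often than other genes. Of 81 ribosomal protein genes, 17 were near a peak (odds ratio 11.9, adjusted exact p = 7.56e-11), led by rpl-3 (270 bp upstream, signal 342), rpl-20 (220), rpl-35 (212), rpl-15 (198), rps-1 (141) and rpl-12 (136). Of 22 heat shock protein genes, 6 were near a peak (odds ratio 16.4, adjusted exact p = 6.5e-05): hsp-60 (129), hsp-12.3 (124, 69 bp from an snRNA gene), hsp-90 (121), hsp-110 (114), hsp-1 (103) and hsp-3 (90.1). The core was present at 11 of the 17 and 4 of the 6 peaks. The size of the excess depended on how genes were assigned: for ribosomal proteins the odds ratio was 4.71 by nearest gene (adjusted exact p = 0.00143) and 2.23 within 15000 bp (0.0101). For heat shock proteins it was 5.90 by nearest gene (adjusted exact p = 0.0428), 9.85 within 15000 bp and 32.7 among the strongest 302 peaks.

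No C-type lectin or lysozyme gene was near a peak (0 of 250, 5.67 expected, adjusted exact p = 0.0215). The hypoxia pathway itself had 2 of 11 genes near a peak, rhy-1 and egl-9, which also count among the established targets (odds ratio 9.61, adjusted exact p = 0.0606). Outside the 1000 bp used, hif-1 had a peak 2017 bp upstream (V:20778168-20778611, signal 146), a locus that the transgene also carries in both strains. No peak lay within 15000 bp of vhl-1, which encodes the ubiquitin ligase subunit that recognises hydroxylated HIF-1. The list of loci on the transgene, hif-1 and the rescue marker unc-119, had 0 of 2 near a peak, and the nearest peak to unc-119 was 53631 bp away.

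Other families were not past the threshold. Nuclear hormone receptors had 7 of 269 genes near a peak, led by nhr-57 and nhr-47 (signal 105), for an odds ratio of 1.15, which turned to 0.596 (adjusted exact p = 0.027) within 15000 bp. Single members were near a peak among glutathione S-transferases (gst-19, 1 of 44), fatty acid synthesis and desaturation (fat-4, 1 of 19), glycogen, trehalose and glucose transport (gsy-1, 1 of 10), cuticle collagens (col-85, 1 of 163, 22 bp from a tRNA gene) and histones (his-37, 1 of 72). None was near a peak among pentose phosphate enzymes (of 7), glutathione synthesis and antioxidant enzymes (26), fatty acid beta-oxidation (63), prolyl 4-hydroxylases and basement membrane (8), cytochrome P450s and UDP-glucuronosyltransferases (141), or markers of body-wall muscle (12), neurons (14), intestine (13) and the germ line and sperm (39).

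Some calls depended on a setting. The call was lost for glycolysis among the strongest 302 peaks (adjusted exact p = 0.0545), for gluconeogenesis within 500 bp (0.23), for the TCA cycle (0.126) and serine (0.138) lists within 15000 bp, for the sulfur list with peaks found in egl-9 mutants alone (0.151), and for lectins within 500 bp (0.102) and among the strongest 302 peaks (0.281). The hypoxia pathway passed in 5 alternatives, with adjusted p between 0.0068 and 0.0476.

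**Figure D4:**
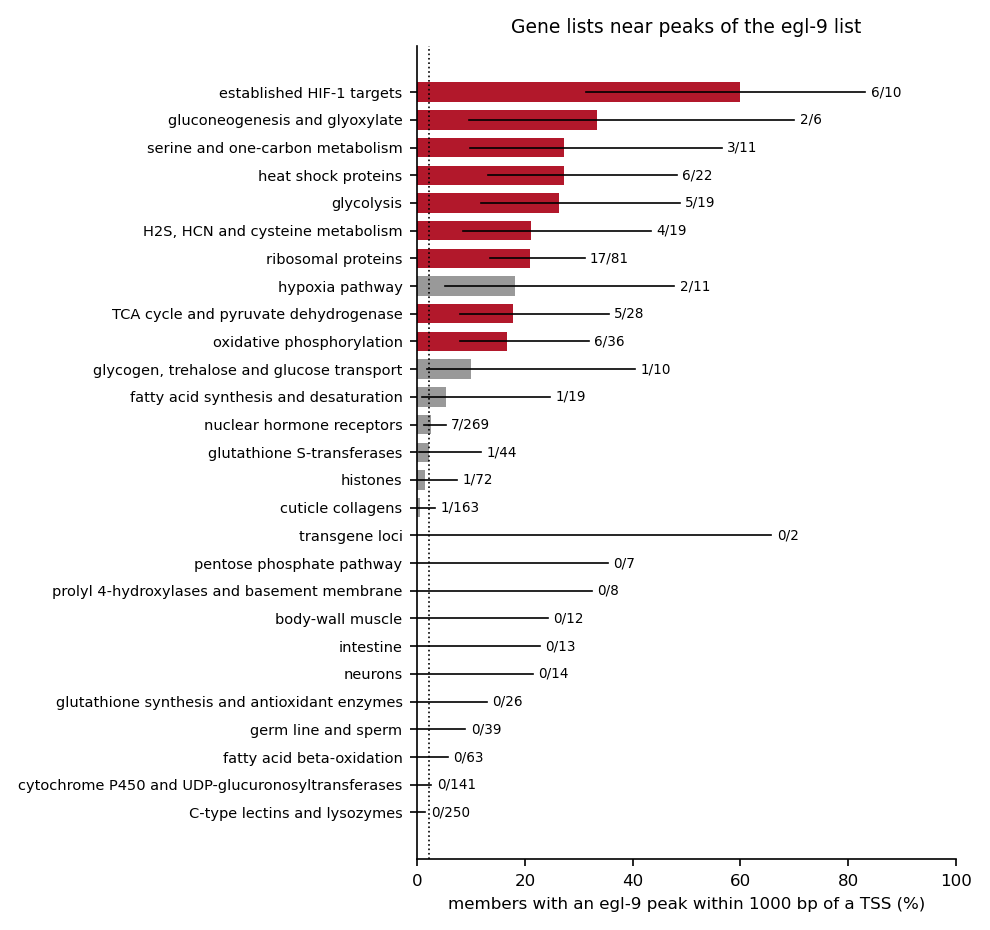
Share of the members of each gene list with a peak of egl-9 mutants within 1000 bp of a TSS (%), with Wilson 95% intervals as lines and counts at the right. Red bars passed an adjusted p of 0.05, grey bars did not, and the dotted line marks the 2.27% of all protein-coding genes. Established HIF-1 targets had the highest share, 6 of 10.

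Around control peaks 28 protein-coding genes (0.140%) were near a peak, and 4 lists passed the threshold. Established targets had 4 of 10 genes near a control peak (egl-9, nhr-57, rhy-1 and sqrd-1, odds ratio 554, adjusted exact p = 1.74e-08) and the hypoxia pathway had 2 of 11 (odds ratio 170, adjusted exact p = 0.00139), the same egl-9 and rhy-1. For sulfur metabolism cdo-1 (signal 149) and sqrd-1 (188) were near a peak, 2 of 19 (odds ratio 90.2, adjusted exact p = 0.00287). Ribosomal proteins had 2 of 81, rpl-3 and rpl-15 (odds ratio 19.3, adjusted exact p = 0.0387), a call that was lost by rotation along the gene order (0.104) and by nearest gene (0.0913). By nearest gene the odds ratios were 94.2 for the hypoxia pathway and 49.8 for sulfur metabolism. The serine list had F26H9.5 alone (1 of 11, adjusted exact p = 0.0826) and passed by nearest gene (0.00288). Nuclear hormone receptors had 2 of 269, nhr-57 and nhr-255 (adjusted exact p = 0.244). The other 21 lists had 0 members near a control peak, among them glycolysis, gluconeogenesis, the TCA cycle, oxidative phosphorylation and heat shock proteins. At most 0.350 members were expected in any of these lists, so their absence is not informative.

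Several genes held more than 1 peak in egl-9 mutants. F26H9.5 and zfp-1, which encodes a zinc finger protein of the AF10 family, had 5 peaks each within 2000 bp of a TSS, egl-9 had 4, and rhy-1 and oac-54 had 3. Some of these overlap or share an interval, and as separate regions F26H9.5 had 3, zfp-1 and egl-9 had 4, and rhy-1 and oac-54 had 2. The peaks of zfp-1 reached a signal of 176 and had no control counterpart. Of 665 genes with any peak within 2000 bp, 606 (91.1%) had 1, or 624 when overlapping peaks count once. Of all 604 peaks, 121 (20.0%) had another peak of the list within 2000 bp, against 3.99% in promoter-matched placements (permutation p = 0.000999, one-sided, the smallest that 1000 placements can give). Among control peaks 6 of 52 did (11.5% against 0.312%, permutation p = 0.000999, likewise the smallest). After overlapping peaks were merged, the shares were 12.5% in egl-9 mutants (p = 0.000999, again the smallest) and 4.00% in the control strain (permutation p = 0.0869).

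Across chromosomes, X carried 141 peaks of egl-9 mutants, 1.32 times the number its length predicts (exact binomial adjusted p = 0.00125, two-sided), and V carried 90, 0.714 times that number (adjusted p = 0.00124). On chromosomes I to IV observed over expected ranged from 0.881 to 1.16, with adjusted p of 0.2 or more. In the control strain X carried 19 of 52 peaks, 2.07 times the expected number (exact binomial adjusted p = 0.00864), and no other chromosome passed the threshold. The study states that the transgene of both strains inserted on X.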

Values the study reported

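The study reported 604 HIF-1::GFP peaks in egl-9 mutants, most of them within 500 bp of a gene. A supplementary legend of the study measures this distance to the TSS of the nearest gene, and places such genes mostly about 500 bp or less away. Which gene biotypes were counted is not stated there. Above, only a minority of peaks of egl-9 mutants lay within 500 bp of a protein-coding TSS. With genes of all biotypes a majority did, so whether the shares match depends on the genes counted. Its methods give 93.8 as the lowest enrichment value of the control strain OR3349 and 50.8 as that of the egl-9 strain OR3350. Peaks were kept at an irreproducible discovery rate of 0.1%, the libraries had 6.5 to 14.1 M single-end reads, and between 40.4 and 85% of reads aligned.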

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

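Of the tests below, the one on control peaks at small RNA genes was chosen after the result was seen, as were the removal of small RNA peaks and the comparisons of genotypes by small RNA genes and by chromosome.

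Control peaks lay within 500 bp of a protein-coding TSS less often than peaks of egl-9 mutants, a difference between groups (odds ratio 2.89 for egl-9 over control). The signal threshold of the control list was weighed first, since a short list of strong sites might lie away from TSSs. Within 10 bins of signal rank in egl-9 mutants, shared peaks were at a TSS in 19.7% of cases against 40.8% for all peaks of the same ranks (permutation p = 7e-05). This argues against rank in the list of egl-9 mutants as the whole cause. Signal in the control strain was not held fixed, so the control threshold itself stays open. Among peaks of egl-9 mutants that reached the lowest control signal, shared and other peaks no longer differed past the threshold. The direction was the same and only 86 peaks were tested, so the lost call does not show that the difference was gone. Peaks at tRNA, snoRNA and snRNA genes were weighed next, and without them the difference narrowed to an odds ratio of 2.32 (48.1% against 28.6%, Fisher exact p = 0.0343), so they account for part of it at most. The call was already lost among the strongest 302 and 26 peaks, with all biotypes and within 1000 bp. A biological difference between the genotypes, stable HIF-1 reaching more promoters, stays open and was not tested, and a difference in library depth between genotypes, which the files do not give, is open too.

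Peaks at tRNA, snoRNA and snRNA genes made up 32.7% of the control list and 16.4% of the list of egl-9 mutants, a difference between groups (odds ratio 2.48, Fisher exact p = 0.00684, two-sided), against 1.11% and 1.02% at random positions. Here too the lists share sites and are not independent samples. Such heavily transcribed genes may be captured without HIF-1 recognising its element. In egl-9 mutants 55 of 99 such peaks held an HRE core against 39.0% of GC-matched windows (odds ratio 1.96, exact p = 0.00148). Other peaks held the core more often (70.1%, odds ratio 0.533 for peaks at these genes over others, exact p = 0.00662). The matched windows were placed by protein-coding TSSs, and small RNA genes without a peak were not examined. A core common at small RNA genes would give the same excess, so this comparison cannot tell capture from binding through the element. In the control list 7 of 17 did against 40.6% of windows (odds ratio 1.02, exact p = 1) and 25 of 35 other control peaks did (odds ratio 0.28, p = 0.0665), and with 17 peaks capture and binding through the element cannot be told apart. No biological explanation was tested.

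Ribosomal protein, oxidative phosphorylation and heat shock genes had 29 peaks in egl-9 mutants. Capture of active promoters without HIF-1 recognising its element is a candidate explanation. Of the 29 peaks, 18 (62.1%) held an HRE core, against 34 of 110 windows (30.9%) at the same distances from members with no peak (odds ratio 3.66, Fisher exact p = 0.00439, two-sided). Members with and without a peak were not matched for expression, which was not used here. The comparison therefore cannot decide whether active promoters were captured. GC content was weighed as well, and the core remained more frequent than in GC-matched windows (36.2%, odds ratio 2.89, exact p = 0.00924). Binding through the element at these promoters is a hypothesis that remains open. Capture at the 11 peaks without a core, and occupancy by many factors at the same sites, were not analysed here. The study did examine such occupancy for its full set of peaks in egl-9 mutants. It reported that most lay in or near regions where many transcription factors bind, and that their nearest genes changed little in expression. It also named a subset of such sites whose assigned target genes did respond to HIF-1.

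The share of nuclear peaks on X was 36.5% in the control strain and 23.3% in egl-9 mutants, a difference between groups (odds ratio 1.89, Fisher exact p = 0.0426, two-sided). The lists share sites and are not independent samples, so this p value is only a guide. The study states that the transgene, which both strains carry, inserted on X. Without peaks at tRNA, snoRNA and snRNA genes, the excess on X over chromosome length kept its call. The difference between genotypes was not recomputed without them. Whether the insertion bears on the share was not tested.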

How the results depend on the processing

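Tests without peaks at tRNA, snoRNA and snRNA genes, with merged peaks, at the summit or with mitochondrial peaks were chosen after the data were seen, and the others before. Over 26 alternatives, 4 of them added later, 542 values were computed: 492 kept their direction and side of the threshold (or, for counts and values with no test, their size), 14 lost a call, 8 gained one, 21 turned direction (19 of these past the threshold under neither setting) and 7 counts moved by more than 1.5 times. The HRE excess over background in both lists, the overlap of control with egl-9 peaks, the TSS share of egl-9 mutants and the excess on X kept their calls in every alternative run. No paired analysis was possible because the files pair no samples. Leaving out each replicate and a replicate block were not run, since only 1 list per genotype, from both replicates, exists. The deposited files give no depth per library, so how far the 604 and 52 peaks depend on depth could not be examined.

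With the stronger part of each list, by construction 302 and 26 peaks, there were 232 genes near a peak of egl-9 mutants. The control TSS share was 26.9% (above random, permutation p = 0.378), the TSS odds ratio 1.97 (p = 0.15), and list odds ratios were 19.1 for the hypoxia pathway (now past the threshold), 10.1 for glycolysis and 0 for lectins (both no longer past it), 0 for fatty acid synthesis, 1.199 for histones and 0.959 for nuclear hormone receptors. With peaks of egl-9 mutants at or above the lowest control signal, 86 were left, and the TSS odds ratio of shared over other peaks was 0.334 (exact p = 0.0562). Fewer peaks were tested in both settings, and the control threshold was applied to signals not scaled between the lists. With genes of all biotypes the control TSS share was 59.6% (permutation p = 0.0002) and the odds ratio 1.49 (p = 0.215). Within 1000 bp these were 48.1% (permutation p = 0.137) and 1.60 (p = 0.108). Without peaks at small RNA genes the control TSS share was 28.6% (permutation p = 0.223), the HRE odds ratio was 0.938 for egl-9 over control and 1.11 for shared over other peaks, and the hypoxia pathway had 10.95 (past the threshold). GC-matched windows gave 311 enriched hexamers, and merged peaks gave 4.00% of control peaks in clusters (permutation p = 0.0869). Apart from the smaller numbers of peaks, the cause was not tested.

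With the nearest gene of each peak, odds ratios in egl-9 mutants were 14.0 for the hypoxia pathway and 16.0 for glycogen (both now past the threshold), 0.865 for glutathione S-transferases and 37.3 for transgene loci. For control peaks 49 genes counted, with 94.2 for serine (now past it), 10.7 for ribosomal proteins (no longer past it) and 2.54 for collagens. Rotation left the ribosomal odds ratio at 19.3 with an adjusted p of 0.104. Within 500 bp they were 13.6 for the hypoxia pathway (now past it), 12.2 for gluconeogenesis and 0 for lectins (both no longer past it), and 0 for glycogen. Within 15000 bp 3025 genes counted, with 4.67 for the hypoxia pathway and 0.426 for cytochrome P450s (both now past it), 2.24 for the TCA cycle and 3.20 for serine (both no longer past it), 0.596 for nuclear hormone receptors (adjusted exact p = 0.027, below the rest), 2.24 for pentose phosphate, 1.02 for antioxidant enzymes, 1.60 for beta-oxidation, 1.02 for collagens, 1.60 for histones and 5.60 for transgene loci. Peaks found in egl-9 mutants alone gave 5.39 for sulfur metabolism (no longer past it), and summit windows gave 0.9998 for glutathione S-transferases. For these list values the cause was not tested. Among lists that kept their side of the threshold, odds ratios also moved by over 1.5 times, down to 2.23 for ribosomal proteins and 2.81 for oxidative phosphorylation within 15000 bp, 5.90 for heat shock proteins by nearest gene and 19.7 for established targets with peaks found in egl-9 mutants alone.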

Other observations

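The tests in this part were chosen after the result was seen, except that GC-matched windows for control peaks were fixed beforehand as a background and read as a test of origin only afterwards. Small RNA genes stood out among gene biotypes near peaks. In egl-9 mutants 47 of 604 peaks (7.78%) were centred within 500 bp of the start of a tRNA gene, against 0.582% at random positions, 39 (6.46%) of a snoRNA gene against 0.329%, and 13 (2.15%) of an snRNA gene against 0.1095% (permutation p = 0.0002 each, two-sided, the smallest that 10000 placements can give). For the control strain the counts were 8, 5 and 4 of 52 peaks (15.4%, 9.62% and 7.69%), with the same p. The sls-2.1 gene, which encodes a spliced leader RNA, had peaks in both lists (signal 179 in egl-9 mutants and 188 in the control strain). MicroRNA genes were near 7 peaks of egl-9 mutants (1.16% against 0.256%, adjusted permutation p = 0.0045) and 0 control peaks. Other noncoding RNA genes were near 24.7% and 23.1% of peaks, against 6.28% and 7.04%. Genes for piRNAs were near fewer peaks of egl-9 mutants than chance gave (2.32% against 4.40%, adjusted permutation p = 0.00831), as were pseudogenes (0.662% against 1.90%, adjusted p = 0.0252).

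Some regions held several separate peaks in egl-9 mutants. The region of col-78, oac-54 and rhy-1 (II:9154411-9163768) held 6, of which 5 had an HRE core and 1 was also found in the control strain. H18N23.2 (X:17627379-17633597) held 4, all with a core, zfp-1 (III:8795604-8802186) held 4, of which 3 had a core, and egl-9 held 4, all with a core. Another 4 regions held 3 separate peaks each: those of F26H9.5 (1 with a core), W06H8.6 (2), R03E9.2 and mdl-1 (3), and lpin-1 and letm-1 (3).

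Mitochondrial DNA carried 19 peaks in egl-9 mutants and 18 in the control strain (25.7% of that list), all of which overlapped the other list. They covered 6407 bp (46.4%) and 5673 bp (41.1%) of its 13794 bp, with 5230 bp in common. The highest mitochondrial signal was 2273 in egl-9 mutants and 7628 in the control strain, where the strongest nuclear peak ranked 17th, against 8th in egl-9 mutants. An HRE core was present in 2 and 3 of these peaks, in a genome with 11 RCGTG matches in all, and neither an excess nor a shortfall was tested.

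The lowest nuclear signal of the control list was 141. That is higher than the value quoted from the study above. The lowest of the egl-9 list was 54.4. The deposited list of egl-9 mutants held 604 nuclear peaks. This count equals the one quoted above, which argues against a stricter version for that list. Whether the control list is a stricter version is not stated. Whether another quantity was meant is not stated for either list. The signals and the count of 52 peaks therefore describe the deposited lists alone.

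One hypothesis was that the control peaks are binding sites unrelated to HIF-1, as a background list might be. Their windows held the HRE core more often than GC-matched windows (61.5% against 33.8%, odds ratio 3.14, Fisher exact p = 7.84e-05, two-sided). The 17 control peaks at small RNA genes showed no such excess (odds ratio 1.02). No strain without HIF-1::GFP was profiled, so the share of cores at unrelated sites is unknown. The comparison therefore cannot decide this. Another hypothesis was that GA repeats, which led the enriched hexamers, might mark peaks without an HRE core. GAGAGA was present in 39.0% of peaks without a core and 41.8% of peaks with one (odds ratio 0.889, Fisher exact p = 0.536, two-sided), so no excess was found in peaks without a core.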
